A study of Mus musculus with 2 samples.

How the data were processed

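Knockout and wild-type mouse induced pluripotent stem cells (iPSCs, cells reprogrammed to a state like that of embryonic stem cells) were profiled by single-cell RNA sequencing. The knockout cells carried a deletion of Srf, which encodes serum response factor. The others carried the unrecombined floxed alleles and served as wild type. Both were grown in medium with serum, per the labels' protocols. Each genotype was represented by 1 library, so no test between the genotypes was possible, and no p-value is given. The design text also names bulk RNA sequencing of parallel cells, which was not analysed here.

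The libraries were made on the droplet platform of 10x Genomics Chromium and sequenced on an Illumina NovaSeq, per the labels' protocols. The deposited values are whole-number counts of unique molecular identifiers (UMIs) per gene and cell, not normalised, in MatrixMarket files of integers per the file headers. The aligner, the UMI counter, the genome build, the annotation and the rule by which droplets were called cells are not stated in the labels. Reads shared between near-identical genes, and reads of overlapping or antisense genes, were counted by a rule that is not stated, so values of such genes are uncertain. Gene symbols and identifiers were used as deposited. Of the 27998 genes of the matrix, 27722 (99.0%) were matched by identifier to GENCODE M21 (GRCm38), and positions and transcript lengths come from that annotation.

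Cells with at least 1000 detected genes and at most 10% mitochondrial counts were kept. This removed 76 of 1073 knockout cells and 35 of 954 wild-type cells. Doublets were called in each library with Scrublet in scanpy 1.11.5, at an assumed rate of 0.8% per 1000 cells. It called 2 knockout and 5 wild-type cells, and with so few calls some doublets probably remained. The cells of both libraries that passed the filter, called doublets included, were then clustered together (log-normalised counts, 2000 variable genes without Srf and the SRF target lists, 30 principal components, 15 neighbours, Leiden resolution 0.5), which gave 9 clusters. Called doublets were left out of the comparisons after that. A cluster was named from the fixed marker lists when at least 3 markers of a list were among its 50 genes of highest fold. A cluster was called pluripotent-like when at least 50% of the pluripotency list was at least 2 times its level in the fibroblast-like cluster. This naming rule was written after a first run of the clustering had been seen. The clustering settings were set at that run and kept, and neither they nor the naming rule were varied. One cluster was fibroblast-like (25 knockout and 14 wild-type cells, leading genes Meg3, Acta2 and Bgn) and was left out as feeder cells. One was primitive endoderm-like, and one of 8 cells, led by Wfdc17, Ccl6 and Pf4, stayed unnamed and was kept. The unnamed cluster did not meet the rule for pluripotent-like, with 6 of 17 genes. Its 6 knockout and 2 wild-type cells may therefore not be pluripotent cells. The other clusters were pluripotent-like. The primitive endoderm-like cluster also met the rule for that name, with 13 of 17 genes, so the rule only sets clusters apart from the fibroblast-like one. Several clusters held cells mostly of 1 library, so the sizes of clusters are not compared between the genotypes.

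For levels, counts were summed over the kept cells of a library and scaled to CPM (UMIs per 1e6 UMIs of the sum), and the log2 ratio of knockout over wild type was taken with 0.5 counts added to each sum. Genes with a mean of at least 10 CPM over the 2 libraries entered summaries. Intervals at 95% are exact, from the Poisson distribution for counts, conditional on the total for ratios and Clopper-Pearson for shares, and the interval of a list's median was simulated from Poisson counts. They cover counting error only and say nothing of the spread between cultures, clones or library preparations. A list's median was placed among 10000 random lists of the same size matched on mean expression. For a count of 0 the limit is 3 counts of the total.

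For shares of cells, noise, correlation and cell-cycle phase, each cell was thinned without replacement to 7675 UMIs, the 10th percentile of totals over the kept cells. This left out 144 shallower knockout cells and 43 shallower wild-type cells, and kept 826 and 857. A cell carried a list when it held at least 2 UMIs of it. Noise was the squared coefficient of variation (CV2) of a gene's thinned counts over the cells of a library. It was compared over genes with a mean of at least 0.5 thinned UMIs and with means within 0.5 of each other on the log2 scale. Each library was also split at random into 2 parts, 20 times, to see how far the noise ratio moves between cells of 1 library. Correlation was the median Pearson correlation over all pairs of cells of a library on log2(thinned count + 1). Phases came from S and G2M gene lists in scanpy.

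The share of a chromosome in a cell's UMIs was taken over autosomal genes of at most 500 CPM, without ribosomal protein genes, and divided by its median over wild-type cells. This measure, its limit of 1.2 and the limit of 1% mitochondrial counts used to set cells apart were chosen after the data were seen. The lists of imprinted genes and nuclear RNAs were also written then.

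Besides the genes of the fixed lists, the genes named are the 5 with the highest and the 5 with the lowest log2 ratio among genes with a mean of at least 50 CPM, and the 5 at each end of the noise ratio. The gene and marker lists, the cell filter, the measures, the rule for named genes and most other settings tried were fixed before the data were examined. Alternatives covered the cell filter, the classes left out, scaling (TMM from edgeR 4.0.16, median of ratios, totals without mitochondrial and ribosomal protein genes), the weight of each cell, the CPM minimum, the number of UMIs that marks a cell, the thinning and the noise measure.

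The steps were tested on simulated data with the real mean profile and cell totals. Of 200 genes changed by 1 on the log2 scale among 6467, 98% came out within 0.25 of that change for the log2 ratio of knockout over wild type. Among cells simulated with equal noise in both libraries, the median log2 ratio of CV2 was -0.00037 with thinning over 1785 genes and 0.39 without thinning over 4355 genes. For the log2 ratio of CV2 above Poisson sampling, compared over 1617 genes, those among 200 genes simulated with a log2 ratio of 2 came out at a median of 1.94. In thinned CV2 itself the raised genes came out at a median of 0.42, so that measure responds weakly to such a rise. With a gain of chromosome 8 simulated in 40.93% of knockout cells and in no wild-type cell, 41.03% and 0.111% of cells exceeded the limit, over 840 genes of that chromosome. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, igraph 0.11.9 and R 4.3.3 were used.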

Results

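Droplet libraries of mouse iPSCs were compared, 1 from cells with Srf deleted (knockout) and 1 from cells with intact floxed alleles (wild type). The knockout library held 1073 cells and 22277996 UMIs, with a median of 20605 UMIs and 3905 genes per cell. The wild-type library held 954 cells and 24005849 UMIs, with a median of 25907 UMIs and 4249.5 genes per cell. Totals varied more between cells in the knockout library, where their coefficient of variation was 0.577, than in the wild-type library, where it was 0.446. After filtering, 970 knockout cells with 20943230 UMIs and 900 wild-type cells with 23377256 UMIs were analysed. With 1 library per genotype there are no replicates. Every difference below compares these libraries, without a replicate check, and every interval is a 95% interval of counting error only.

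**Figure D1:**
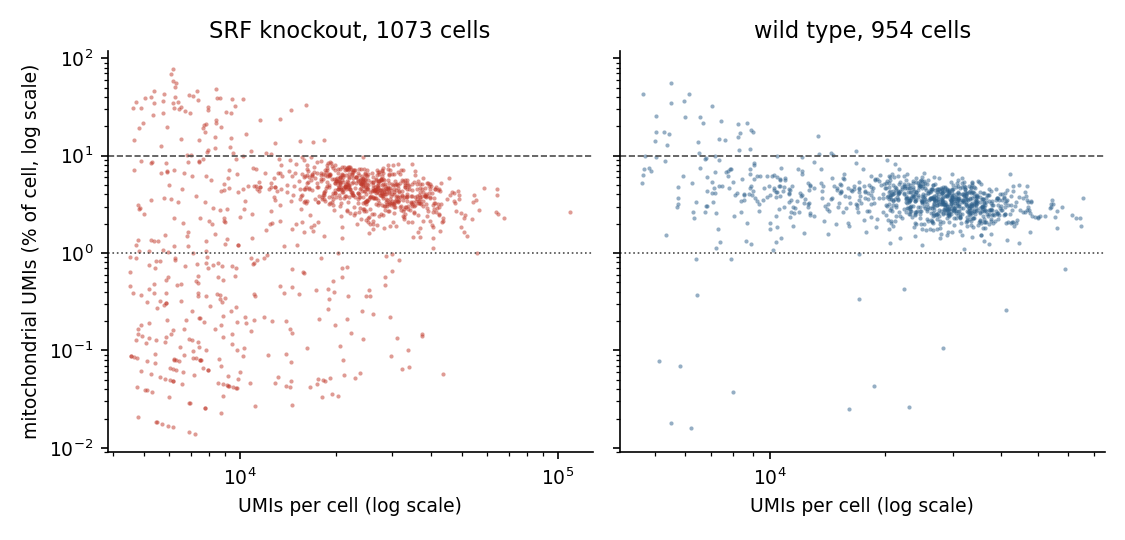
Each point is a deposited cell, with its UMIs (x axis, log scale) and the mitochondrial percent of its UMIs (y axis, log scale), for the SRF knockout library (left) and the wild-type library (right). The dashed line is the limit of 10% and the dotted line marks 1%; among analysed cells, 243 knockout and 16 wild-type cells lay below 1%.

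The libraries also differed in their shares of cells with few mitochondrial counts. Of the 970 analysed knockout cells, 243 (25.1%, exact binomial interval 22.4 to 27.9) had under 1% mitochondrial counts. In the wild-type library 16 of 900 did (1.78%, interval 1.02 to 2.87). These knockout cells had a median of 8625 UMIs, against 24434 in the other knockout cells. Cells under 1% were not filtered out of the main values. Measures on thinned cells held only 139 of the 243 knockout and 10 of the 16 wild-type cells, as the others were shallower than 7675 UMIs.

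The deleted gene was examined first. Srf (ENSMUSG00000015605) is a protein-coding gene on chromosome 17, from 46548329 to 46556175 on the minus strand in GRCm38. It had 3 UMIs (0.143 CPM, interval 0.0295 to 0.419) in the knockout cells and 201 UMIs (8.60 CPM, interval 7.45 to 9.87) in the wild-type cells. The log2 ratio was -5.69 (interval -8.20 to -4.34). The fibroblast-like cells left out of the comparison carried Srf in both libraries, with 14 of 665751 UMIs in the knockout library and 5 of 219264 in the wild-type library. With them kept, the ratio was -3.43.

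Over 6467 genes with a mean of at least 10 CPM, the 10th and 90th percentiles of the log2 ratio were -0.29 and 0.42, and the median was 0.07. The distance between these percentiles, divided by 2, was 0.36. It moved most, to 0.48, when genes with at least 1 CPM were included. Among 2291 genes with a mean of at least 50 CPM, the 5 lowest were Fos (log2 ratio -3.37), Lncenc1 (-2.06), Ldhb (-1.99), Actg1 (-1.97) and Dppa3 (-1.89). The 5 highest were Srgn (4.62), Sparc (2.12), Serpinh1 (2.06), Id1 (2.01) and RP23-4H17.3 (1.73). Lncenc1 fell from 82.8 CPM in wild-type cells to 19.9 CPM in knockout cells, and Srgn rose from 4.19 to 103.8 CPM. Srgn was among the 10 leading genes of the primitive endoderm-like cluster, which held 97 analysed knockout cells and 1 wild-type cell.

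SRF is a transcription factor with known targets among genes of the actin cytoskeleton and immediate early genes, so lists of both were compared. Of 27 cytoskeletal genes, 19 had at least 10 CPM, and 15 of them were lower in the knockout library. Their median log2 ratio was -0.28 (interval -0.37 to -0.21). It lay at percentile 0 of 10000 random lists, 95% of which lay between -0.10 and 0.20. The largest decreases in this list were in Cnn2 (-3.20), Actg1 (-1.97), Actb (-1.73), Cyr61 (-1.50) and Wdr1 (-1.16). Actb fell from 1066 CPM to 320.5 CPM and Actg1 from 1816 CPM to 462.8 CPM. Without a cluster of 148 wild-type and 22 knockout cells with raised Actb, the log2 ratio of Actb was -1.28. Actb and Actg1 have near-identical coding sequences, and how reads common to both were counted is not stated. Tagln2 (0.47) and Pfn1 (0.15) were higher. Tagln, under the 10 CPM minimum, had a log2 ratio of -2.24, and Acta2 had 56 UMIs in knockout and 14 in wild-type cells. With the fibroblast-like cells kept, the sign of the list's median changed, to 0.04. Those cells held Acta2 at 2944 CPM and Tagln at 2516 CPM in the knockout library.

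Of 12 immediate early genes, 8 had at least 10 CPM and 7 of them were lower in the knockout library. Their median log2 ratio was -0.37 (interval -0.50 to -0.23), at percentile 0.06 of the random lists. Egr1 fell by 4.22 on the log2 scale, from 40.6 CPM to 2.15 CPM. Fos had 2668 UMIs in wild-type and 231 in knockout cells, and Fosb had a log2 ratio of -1.18. Ier2 did not differ (0.00, interval -0.06 to 0.06). Ier2, Junb and Tpm4 lie on chromosome 8, whose share of UMIs differed between cells. In cells with the usual share of that chromosome the log2 ratio of Ier2 was -0.34.

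**Figure D2:**
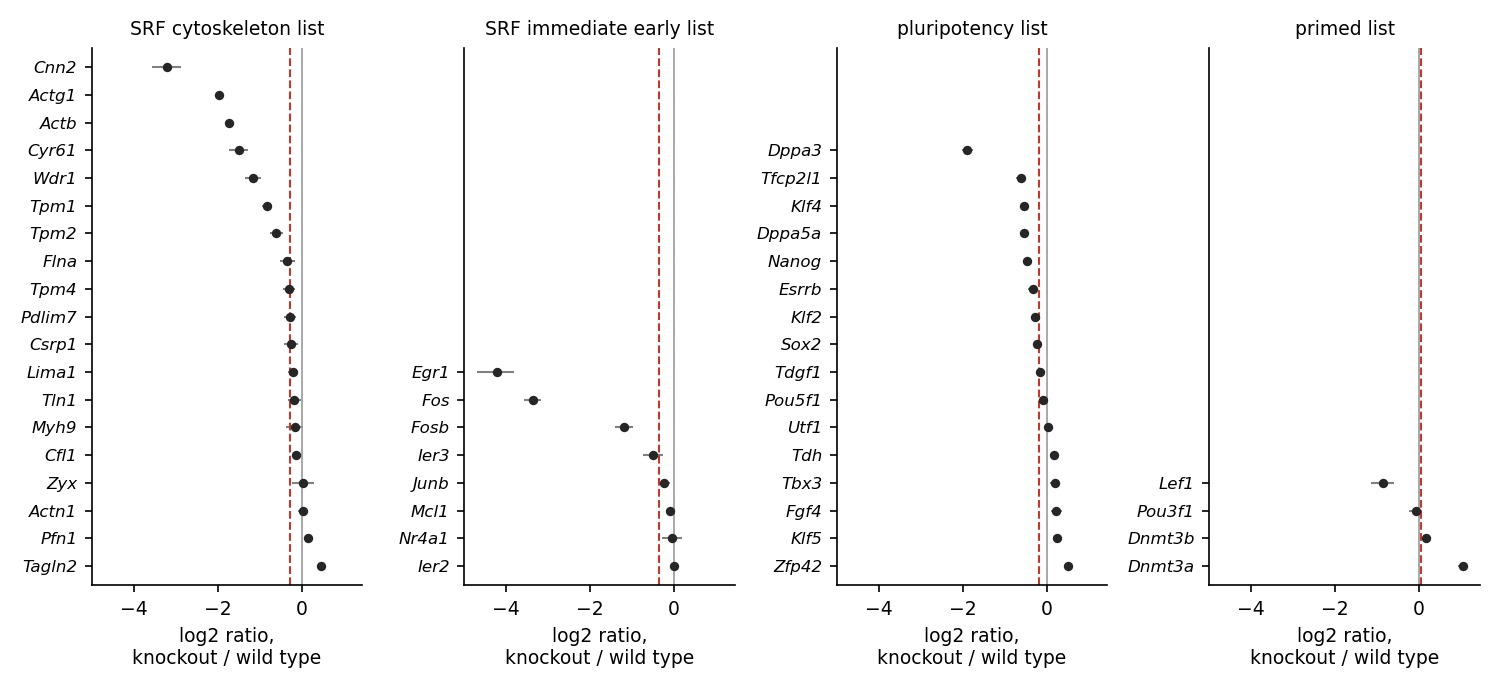
Log2 ratio of CPM, knockout over wild type (x axis), for each gene of 4 fixed lists with a mean of at least 10 CPM, 1 gene per row. Bars are 95% counting intervals, the grey line marks 0 and the dashed red line the list's median; 15 of 19 cytoskeletal and 7 of 8 immediate early genes lie below 0, and Egr1 lies lowest at -4.22.

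The series concerns the stability of the cell state, so genes of the pluripotent state were compared next. Of 17 pluripotency genes, 16 had at least 10 CPM, 10 of them lower and 6 higher in the knockout library. Their median log2 ratio was -0.19 (interval -0.22 to -0.15), at percentile 0.1 of the random lists. Dppa3 (-1.89), Tfcp2l1 (-0.62), Klf4 (-0.54), Dppa5a (-0.53) and Nanog (-0.46) were lowest. Zfp42 was highest (0.51), and in cells with the usual share of chromosome 8, on which it lies, its log2 ratio was 0.38. Klf2, also on chromosome 8, went the other way, from -0.28 to -0.21. Pou5f1 differed little, with 763.3 CPM in knockout and 807.3 CPM in wild-type cells. The median moved to -0.05 when the primitive endoderm-like cluster was left out, and it changed sign, to 0.01, when the cells under 1% mitochondrial counts were left out as well. Of 8 genes of the primed state, the later pluripotent state of the implanted embryo, 4 had at least 10 CPM. Their median was 0.04 (interval -0.05 to 0.13), at percentile 40.2 of the random lists. The members went both ways. Dnmt3a rose from 46.9 CPM to 96.6 CPM (log2 ratio 1.04), and Lef1 fell (-0.87). Fgf5, under the minimum, had 77 UMIs in knockout and 21 in wild-type cells.

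Cells that carried genes of other lineages were counted on thinned cells. For primitive endoderm, the extraembryonic lineage that forms the yolk sac, 115 of 826 knockout cells (13.9%, interval 11.6 to 16.5) carried at least 2 UMIs of the list. In the wild-type library 7 of 857 did (0.817%, interval 0.329 to 1.68). Without thinning the shares were 17.6% and 2.33%. The alternative with the greatest value, at least 1 UMI of the list, gave a difference of 18.6 percentage points against 13.1. In the fibroblast-like cells, 1 of 22 knockout cells and 1 of 13 wild-type cells carried it, at median depths of 23629 and 10926 UMIs. In the main cells these depths were 21448 and 26596.5 UMIs. All 10 genes of the list were higher in the knockout library. Gata6 had 782 UMIs in knockout and 21 in wild-type cells, a log2 ratio of 5.34. Gata4 had 346 and 12 UMIs, Dab2 had 1802 and 85, and Pdgfra had 311 and 2, a log2 ratio of 7.12 (interval 5.57 to 10.5).

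For the other lineages the intervals of the libraries overlapped at this setting. Mesoderm genes were carried by 1.82% of knockout and 1.40% of wild-type cells. Neuroectoderm genes were carried by 4.72% (interval 3.38 to 6.40) and 3.15% (2.09 to 4.55). Most UMIs of that list were of Tubb3 (657 in knockout and 668 in wild-type cells), which lies on chromosome 8, as does Sox1. The next gene, Nes, had 79 and 78 UMIs, so the list mostly reads 1 gene. When at least 2 different genes of the list were required, the difference was -0.073 points in place of 1.57. Fibroblast-like cells carried the neuroectoderm list in 3 of 22 and 5 of 13 cells, more often than the main cells, so they give no measure of background for it. Trophectoderm genes were carried by 0.847% (0.341 to 1.74) and 2.33% (1.43 to 3.58). That overlap depended on the setting. With at least 1 UMI of the list, 5.33% of knockout cells (3.90 to 7.09) and 11.3% of wild-type cells (9.27 to 13.6) carried it, and the intervals were apart, as they were without thinning (3.30% and 6.22%).

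The 2-cell-like list holds genes of the embryo at the 2-cell stage, many of them near-identical copies, so their UMIs were summed. The knockout cells held 62 UMIs of the list (2.96 CPM, interval 2.27 to 3.80) and the wild-type cells 3 (0.128 CPM, interval 0.0265 to 0.375). The log2 ratio was 4.32 (interval 2.91 to 6.84). One knockout cell carried 55 of the 62 UMIs. The other knockout UMIs were spread over 5 cells. In thinned cells, 1 of 826 knockout cells (0.121%, interval 0.00307 to 0.673) carried the list, and 0 of 857 wild-type cells did, which allows a share of up to 0.350%.

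**Figure D3:**
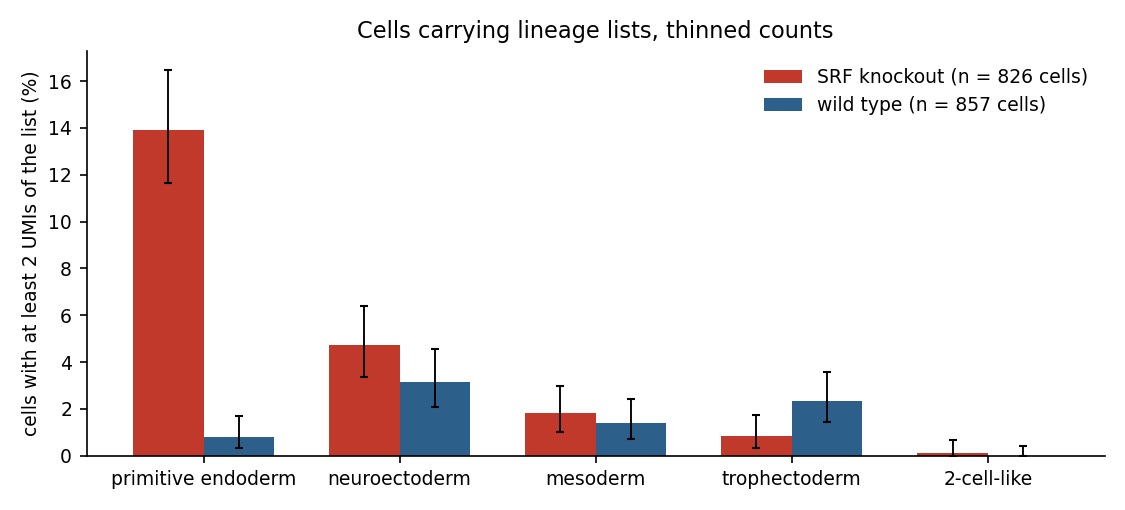
Percent of thinned cells with at least 2 UMIs of each lineage list (y axis, from 0) in the knockout library (red, 826 cells) and the wild-type library (blue, 857 cells), with 95% exact binomial intervals. The primitive endoderm list was carried by 13.9% of knockout and 0.817% of wild-type cells, and for the other lists the intervals overlap.

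The series title names gene expression noise, which was compared gene by gene. Over 1642 genes with similar means in both libraries, the median log2 ratio of CV2, knockout over wild type, was 0.05. CV2 was higher in the knockout library for 56.3% of these genes. The median CV2 was 1.14 in the knockout and 1.12 in the wild-type library. The ratio between random parts of 1 library ranged from -0.03 to 0.03 in the knockout library and from -0.02 to 0.02 in the wild-type library over 20 splits each, so the observed median lay just above that range. The ratio depended on the measure. For the part of CV2 above Poisson sampling, it was 0.45 over the 1510 genes with that part above 0 in both libraries. The value of 0.45 lay outside the range of -0.13 to 0.15 of the knockout splits and of -0.09 to 0.08 of the wild-type splits. Over all 1642 genes, the median of that part was 0.143 in knockout and 0.104 in wild-type cells, and 68.8% of them were higher in the knockout library. Without thinning, the ratio of CV2 was 0.43. In cells simulated with equal noise at the real depths of both libraries, the unthinned ratio was 0.39 and the thinned ratio -0.00037. Genes simulated with a log2 ratio of 2 above Poisson sampling had a thinned ratio of only 0.42.

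The highest ratios of CV2 were in Fabp5 (2.21), mt-Co1 (1.55), Cd63 (1.37), Slc2a3 (1.36) and mt-Co3 (1.31). Without the cells under 1% mitochondrial counts, those of mt-Co1 and mt-Co3 were 0.71 and 0.36, and that of Fabp5 was 2.44. The lowest were in Fth1 (-1.66), Rbm28 (-0.68), Prpf31 (-0.55), Khdrbs1 (-0.53) and Mpc1 (-0.53). None of these single-gene ratios was checked without the unnamed cluster, so whether its few cells shape them is open.

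**Figure D4:**
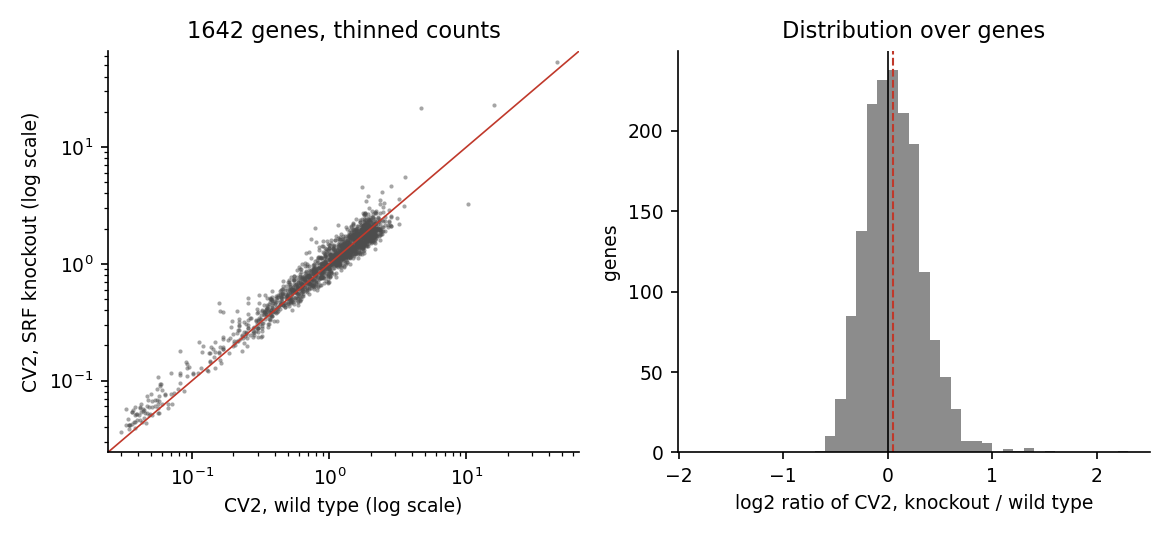
Left, CV2 of thinned counts per gene in wild-type (x axis, log scale) and knockout cells (y axis, log scale), with the line of equality in red. Right, number of genes (y axis) by log2 ratio of CV2, knockout over wild type (x axis), with the median of 0.05 dashed; 56.3% of 1642 genes lie above 0.

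Cells of the knockout library were less alike. The median correlation between pairs of cells was 0.709 in the knockout and 0.731 in the wild-type library, over 1792 genes, a difference of -0.023. The difference was largest without thinning, at -0.060. Equal cells simulated at the real depths gave -0.042 without thinning and 0.00026 with it. Leaving out the cells under 1% mitochondrial counts and the primitive endoderm-like cluster brought it to -0.0080.

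The share of cells labelled G2M was 66.2% (interval 62.9 to 69.4) in the knockout and 67.7% (interval 64.4 to 70.8) in the wild-type library. Those labelled S numbered 260 and 257. The labels come from scores of gene lists, and no phase was measured, so they do not give the true distribution of phases. No difference was detectable at this depth. Without thinning the G2M shares were 72.6% and 74.8%, so their level moved with the thinning.

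Because several list genes lie on chromosome 8, levels were also compared by chromosome. The median log2 ratio of 374 genes of chromosome 8 was 0.28, and those of the other 19 chromosomes, X included, lay between -0.04 and 0.09. The share of chromosome 8 in a cell's UMIs fell into separate groups of cells. It exceeded 1.2 times the wild-type median in 469 of 970 knockout cells (48.4%, interval 45.2 to 51.5) and in 85 of 900 wild-type cells (9.44%, interval 7.61 to 11.5). The median ratio above that limit was 1.40 in both libraries, and below it 0.991 in the knockout and 0.993 in the wild-type library.

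**Figure D5:**
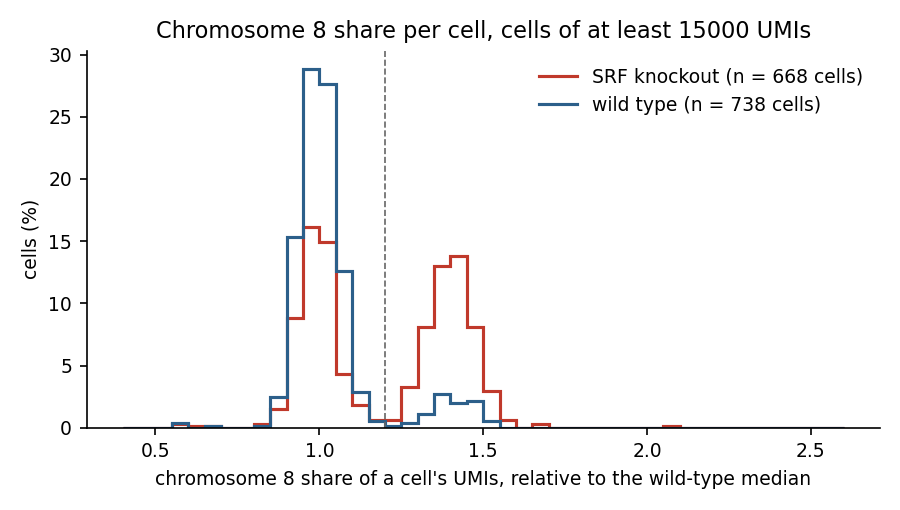
Percent of cells (y axis) by the share of chromosome 8 in a cell's UMIs relative to the wild-type median (x axis), for cells of at least 15000 UMIs in the knockout (red, 668 cells) and wild-type (blue, 738 cells) libraries. The dashed line marks 1.2, which 50.9% of these knockout and 9.08% of these wild-type cells exceeded.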

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

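Both tests of this part were fixed before their values were seen, though after the difference itself. Deposited cells above 10% mitochondrial counts were left out of the main comparisons, and they were more frequent in the knockout library. They made up 73 of 1073 knockout cells (6.80%, exact binomial interval 5.37 to 8.48) and 33 of 954 wild-type cells (3.46%, interval 2.39 to 4.82), a difference beyond counting error. With these cells and those of few genes kept, none of the 15 results moved (Srf log2 ratio -5.73, primitive endoderm difference 13.8 points). The cells above the limit had few UMIs, with medians of 7465 and 7054. The choice of the limit does not account for the difference. Above 20% there were 4.38% of knockout cells (interval 3.24 to 5.78) and 1.36% of wild-type cells (interval 0.728 to 2.32). Cells with an intact Srf gene mixed into the knockout library are argued against for these cells, since they held 0 Srf UMIs among 594959, where the wild-type level would give 5.12. Each genotype is 1 library, so damage in handling 1 suspension and an effect of the genotype on survival both stay open, and neither was tested.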

How the results depend on the processing

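No paired analysis was possible because each genotype has 1 library. A value without a test was taken as moved when an alternative shifted it by more than 0.5 of the width of its counting interval (for shares, of both intervals combined), or by over 0.1 for log2 spreads and noise ratios and 0.01 for the correlation. Alternatives that left out cells by mitochondrial share, by chromosome 8 share or by a minimum of 15000 UMIs, or left out the unnamed cluster, were chosen after seeing the data. The others were planned, and all planned ones were run. The clustering that defines the fibroblast-like and primitive endoderm-like cells was not varied. Unless stated, the cause of a move was not tested.

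The Srf log2 ratio stayed between -5.92 and -5.13 under 12 of 13 alternatives and moved to -3.43 with the fibroblast-like cells kept. The same alternative changed the sign of the cytoskeleton list (0.0439) and moved the immediate early list (-0.17). Those cells hold cytoskeletal transcripts at far higher levels than the other cells, and there are 25 of them in the knockout and 14 in the wild-type library.

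Leaving out the primitive endoderm-like cluster moved the cytoskeleton list to -0.40, the pluripotency list to -0.0472 and the difference in cells carrying the primitive endoderm list to 2.30 percentage points. The last follows from the alternative itself. With the cells under 1% mitochondrial counts left out, the pluripotency list was -0.12, the primed list 0.16 and the 2-cell-like list 1.45. The last fell because the cell with 55 of its UMIs was among those left out. With both sets of cells left out, the cytoskeleton list was -0.44, the pluripotency list 0.00663, a change of sign, the 2-cell-like list 1.42, the primitive endoderm difference 3.28 points and the correlation difference -0.0080. In cells with the usual share of chromosome 8, the cytoskeleton list was -0.16 and the immediate early list -0.87. The pluripotency list was -0.0380 and the 2-cell-like list 6.36 there. The primitive endoderm difference was 10.3 points, and the neuroectoderm difference was -1.48 points, against 1.57 in the main comparison. Tubb3, with most UMIs of the neuroectoderm list, lies on chromosome 8. In cells of at least 15000 UMIs the pluripotency list was -0.13 and the primed list 0.13.

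TMM scaling moved the pluripotency list to -0.26. Scaling by the median of ratios moved it to -0.27 and the cytoskeleton list to -0.36. These scalings shift all genes together, from a median of 0.07 to 0.00 and -0.01. Totals without mitochondrial and ribosomal protein genes moved the primed list to 0.14. Weighting each cell alike gave -0.42 for the cytoskeleton list, -0.51 for the immediate early list, -0.28 for the pluripotency list and -0.13 for the primed list. With genes of at least 1 CPM, the spread of log2 ratios was 0.48, the pluripotency list -0.23 and the primed list 0.42. With genes of at least 50 CPM, which left fewer genes, the immediate early list was -0.10, the pluripotency list -0.23 and the primed list 0.60. The primed list therefore lay on either side of 0.

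Marking cells by at least 1 UMI gave 18.6 points for primitive endoderm and -5.99 points for trophectoderm, where the intervals of the libraries no longer overlapped. Thinning to 50% of the main depth moved the trophectoderm difference from -1.49 to -0.024 points and the G2M difference from -1.46 to 3.94 points. Another random draw at the main depth gave -0.90 and -0.36 points, and keeping called doublets gave -0.31 and 0.59 points. These differences therefore also shift, by less, without a change of depth. Without thinning, the neuroectoderm difference was -0.80 points, the trophectoderm difference -2.92 points, again with intervals apart, the noise ratio 0.43 and the correlation difference -0.060. In simulated cells of equal noise, unequal depth alone gave a noise ratio of 0.39, near the one seen, and a correlation difference of -0.042, which is part of the one seen. The noise ratio of the part above Poisson sampling was 0.45. In the joint cluster with the most cells of its rarer library, the correlation difference was -0.011 and the noise ratio 0.01, from 61 knockout and 509 wild-type cells. Cells labelled G1 numbered 19 and 20, too few for the noise ratio of 0.02 there to mean much.

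The primitive endoderm difference kept its sign under all 15 alternatives, and so did the correlation difference under all 16. The noise ratio ranged from 0.00131 to 0.45 over 20 alternatives. In the thinned cells of the main comparison without the low-mitochondrial, primitive endoderm-like and unnamed cells it was -0.01, with 48.6% of genes higher in the knockout library, so its sign was not stable near 0. The mesoderm and 2-cell-like shares stayed within counting error under all 15 alternatives each. The 2-cell-like, mesoderm and trophectoderm shares rest on 20 or fewer cells per library, and the wild-type primitive endoderm share on 7, so small counts limit them.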

Other observations

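Most tests of this part were chosen after the result was seen. The exceptions, fixed before their values were known, are the tests of chromosome 8 as a cause of the primitive endoderm cells, the cells of low mitochondrial share and the noise, and the test of transcript length on the cytoskeleton list.

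Part of the cells carried more UMIs of chromosome 8, in both libraries and far more often in the knockout library (48.4% against 9.44%). Across cells of at least 15000 UMIs the variance of the chromosome 8 share was 24.95 times the counting variance in the knockout library and 10.98 times in the wild-type library. For the 18 other autosomes it was 2.04 to 6.08 and 1.63 to 3.63 times. To test whether a few genes made the split, cells were sorted on every other gene of the chromosome and the remaining genes were compared. Of these 175 genes, 96% were higher in the 345 knockout cells of raised share than in the 323 others, which argues against a few strongly changed genes. Their median log2 ratio was 0.50, all 13 bins of 10 megabases along the chromosome were higher (0.34 to 0.69), and the medians of the 18 other autosomes lay between -0.10 and 0.04. A gain from 2 to 3 copies would give 0.58 without compensation. Doublets are argued against, since the median UMIs of cells of raised share were 1.06 times those of the others. A gain of the whole chromosome in part of the cells is therefore a candidate explanation, at 0.50 per gene and with a gain in part of the wild-type culture too. DNA was not examined. Whether such a gain, if present, arose by drift of cultures or clones or is tied to the genotype was not tested. That is open, as there is 1 culture of each.

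The cells under 1% mitochondrial counts were 25.1% of the knockout and 1.78% of the wild-type cells. Those of the knockout library had few UMIs (median 8625), while the wild-type ones had a median of 16568.5. Low depth alone is argued against, because wild-type cells under 12000 UMIs had a median mitochondrial share of 4.12%, against 0.370% in knockout cells under 12000 UMIs. Cells with an intact Srf gene are argued against too: the wild-type level would give 24.2 Srf UMIs in the low-mitochondrial knockout cells, and 0 of 2817977 were found. A raised chromosome 8 share is not the cause either, as 28.1% of knockout cells of usual share were of this kind (interval 24.2 to 32.3). Compared with the other pluripotent-like knockout cells, they lacked long and nuclear transcripts. The log2 ratio fell with transcript length across 5925 genes (Spearman rho -0.45; genes are not independent replicates), with medians of 0.16 in the fifth of genes with the shortest transcripts and -1.24 in the fifth with the longest. Malat1, Neat1 and Kcnq1ot1, the 3 of 10 listed nuclear RNAs with at least 10 CPM, were lower by log2 ratios of -2.57, -2.20 and -3.49. Partial cells that lost the nucleus and mitochondria, or a loss in the handling of 1 suspension, may explain the rho of -0.45. An effect of the genotype stays open and untested.

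Most UMIs of the primitive endoderm list lay in 1 cluster, which held 91.3% of the list's UMIs in the knockout library and 10.4% of all its UMIs. Of 171 unthinned knockout cells with at least 2 UMIs of the list, 97 were in that cluster. For the greater part of these UMIs free RNA in the droplets is argued against. Cells with intact Srf are argued against by 0 Srf UMIs among 2185518 in that cluster, where 18.8 would be given by the wild-type level. A raised chromosome 8 share is not needed: 10.0% of knockout cells of usual share carried the list (interval 7.34 to 13.3), against 0.817% of wild-type cells. In knockout cells of raised share it was 17.9% (interval 14.3 to 22.0), so the list was more frequent there. The 18.8 expected Srf UMIs bear only on cells with intact Srf. That number assumes the Srf level of all analysed wild-type cells, which could not be checked for this cluster, as it held 1 wild-type cell. Technical causes tested leave a difference between these cultures as the hypothesis. Whether the deletion or the history of 1 culture made it cannot be settled with 1 library each.

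The higher noise above Poisson sampling in the knockout library may come from a mixture of cell states. The median log2 ratio of 0.45 fell to 0.26 without the low-mitochondrial cells. It fell to 0.0753 without them and the primitive endoderm-like and unnamed clusters, within the range of the split libraries, whose parts held fewer cells. This took the knockout cells from 826 to 595 and the wild-type cells only from 857 to 844. Clusters mostly of wild-type cells stayed in, so part of the fall may follow from the choice of cells itself. The mixture may not be all of it: with cells of raised chromosome 8 share left out as well, the ratio was 0.19, from 301 knockout and 766 wild-type cells, where equal noise simulated with 300 and 750 cells gave 0.05. A difference in depth is argued against, since the ratio was 0.35 in cells of at least 15000 UMIs that were all thinned to the same depth. A raised chromosome 8 share is argued against as well, with 0.58 in cells of usual share. In the joint cluster with the most cells of its rarer library (61 knockout and 509 wild-type cells), 51.4% of genes were higher in the knockout library, where equal noise simulated with 60 and 500 cells gave 45.4%. The ratio there was 0.56, over the 990 genes with noise above Poisson sampling in both libraries. Small numbers of cells may make up part of the 0.56, as the same simulation gave 0.29. The median noise above Poisson sampling went the other way, at 0.0701 in knockout and 0.0771 in wild-type cells of that cluster. That median and the 51.4% are over all 1517 genes, those without noise above Poisson sampling included. The ratio and the median can differ in direction because their genes differ. A difference within that cluster therefore stays open. Without thinning, the ratio of CV2 fell from 0.43 to 0.14 in cells of at least 15000 UMIs, in line with unequal depth as the main source of the unthinned value.

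The lower level of the cytoskeleton list is not a matter of transcript length. Log2 ratios rose with length across genes (Spearman rho 0.16, and 0.31 without the low-mitochondrial cells), and the list lay at percentile 0 of random lists matched on mean and length. The immediate early list lay at percentile 0.02 and the pluripotency list at 0.03 of such lists.

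One cluster of 148 wild-type and 22 knockout cells had fewer UMIs (median 10857.5 in its wild-type cells, against 28273 in the largest wild-type cluster). It held Actb at 5180 CPM, against 648.7 CPM there. Its leading genes include neighbours on a chromosome, such as Fbxl18 with Actb, Rpgrip1 with Supt16 and Slc24a5 with Myef2. To test transcription or reads running across neighbouring genes, adjacent pairs were counted among its 100 most raised genes. There were 5, against a median of 1 and at most 8 in 1000 random sets, of which 1.7% held as many. This was seen in the genes that raised the question and rests on few pairs, so reads or transcription across neighbours and chance cannot be told apart. Without this cluster the log2 ratio of Actb was -1.28 in place of -1.73.

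Mcts2, an imprinted retrogene on chromosome 2 (152687035 to 152687946, GRCm38) within H13, was picked after its values were seen, as were H13, Mcts1, Grb10 and Meg3. It had 1373 UMIs in the knockout and 9 in the wild-type library (log2 ratio 7.33, interval 6.48 to 8.54), and was found in 67.9% of knockout cells. Its near-identical relative Mcts1 on chromosome X had a log2 ratio of 0.23, so shared reads do not account for it. H13 was lower (-0.76), and another imprinted gene, Grb10, had 92 and 763 UMIs (-2.89). A general difference of imprinted genes was not clear: the median absolute log2 ratio of 19 of 40 listed genes was 0.26, at percentile 94.8 of random lists. Differences of this kind may mark separate clones with different imprints, which the percentile of 94.8 neither shows nor excludes. Both libraries carried little Meg3 (17 and 7 UMIs).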
